A study of Mus musculus with 12 samples.

How the data were processed

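RNA was measured in 12 libraries from MC38-idAdpgkG cells, with 3 libraries in each of 4 treatment groups. Per the labels, RNA was extracted with an RNeasy kit and poly(A) libraries were made with the NEBNext Ultra II RNA chemistry. Per the labels, the 3 libraries of a group were technical replicates of a single biological sample. The authors deposited 1 table of raw read counts, with 27179 Entrez gene IDs and 12 library columns, and applied no normalization to it. All 12 columns matched a library, and every ID was treated as 1 gene. Per the file headers, the reads were aligned with Subread. The aligner version, genome build, gene annotation, counting program, strand setting and handling of reads that map to several places are not given in the sources used here. No genome positions are therefore printed, and values of overlapping or highly similar genes are uncertain. Besides the genes marked in the results, overlaps with protein-coding genes in the RefSeq annotation apply to Crbn (Trnt1), B2m (Patl2), Cd274 (Plgrkt) and Ddit3 (Mbd6 and Mars1). Overlaps with non-coding genes apply to Dync1h1, Arrb1, Rnf225, Gpr35, Adm, Tapbpl, Nlrc5, Ido1, Cd274 and mt-Nd1.

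Gene symbols were assigned by Entrez ID from the RefSeq annotation of GRCm38.p6 (25275 IDs) and from GENCODE M21 (18 IDs). A further 1886 IDs, with 2.097% of all reads, had no symbol in either source and are named by their ID. No read was counted in any library for 7973 IDs.

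Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr by group, which left 12910 genes. Library sizes were scaled by the trimmed mean of M values (TMM), with factors from 0.9647 to 1.0349. A model with 1 mean per group was fitted to all 12 libraries, and each contrast was tested with the robust quasi-likelihood F test, which is two-sided. P-values were adjusted over all tested genes by Benjamini-Hochberg, and a gene was called at an adjusted p under 0.05. A separate count also required a change of at least 2-fold, a log2 fold change of 1 or more in either direction. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. Expression of single genes is given as CPM, the normalised read count of the edgeR cpm function on the TMM-scaled library size, as mean ± SD over 3 libraries.

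There were 6 contrasts. These were doxycycline against control, dTAG-13 against control, doxycycline plus dTAG-13 against doxycycline, against dTAG-13 and against control, and the interaction. The interaction is the dTAG-13 effect with doxycycline minus the dTAG-13 effect without it. The 4 gene lists covered MHC-I antigen presentation, the interferon-gamma response, the integrated stress response and mitochondrially encoded proteins. Each list was tested in 3 contrasts with camera (limma 3.58.1, preset inter-gene correlation 0.01) and with fry, two-sided, with Benjamini-Hochberg adjustment over the 12 tests. Pearson and Spearman correlations of fold changes were computed across genes, between contrasts that share no library. Such correlations are descriptive, since genes are not independent replicates.

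The groups, contrasts, thresholds, gene lists, rule for naming genes and most alternatives were chosen before the data were examined. The rule named Adpgk, Fkbp1a, Crbn, H2-K1, H2-D1 and B2m in every case. For doxycycline against control, dTAG-13 against control, doxycycline plus dTAG-13 against doxycycline and the interaction, it added the 3 largest positive and 3 largest negative log2 fold changes among called genes. These genes needed a mean of at least 1 CPM over the 12 libraries and, for pairwise contrasts, no overlap in CPM between the groups. For each list and each of its 3 contrasts, the rule added the 2 called members with the largest absolute log2 fold change. Where fewer genes met it, fewer were named.

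The alternatives chosen in advance were DESeq2 size factors in edgeR (RLE), DESeq2 1.42.0 in place of edgeR, no filter on low counts, a filter of 1 CPM in 3 libraries, a fit on only the groups compared, the replicate number as a block, and leaving out each of the 12 libraries in turn. Added after the data were seen were a correction for transcript length and GC content, scaling by library size only, and tests of the 4 lists in the interaction. The length and GC correction fitted, in each library, the deviation of log2 CPM from the mean of all libraries on splines with 5 degrees of freedom, and removed it as an offset. A list of 18 type I interferon-stimulated genes and a list of 22 immediate early genes, written before their tests, were used only in the closing section. Each group comparison was also refitted under every split of its 6 libraries into 3 and 3. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

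The code was tested on simulated data shaped like these libraries. In a simulated comparison of doxycycline with control over 12798 genes, 27 of 50 genes changed 1.2-fold, 37 of 50 changed 1.5-fold, 45 of 50 changed 2-fold and 49 of 50 changed 4-fold were called, while 6 unchanged genes were called. A simulated length trend gave 4933 called genes before the length and GC correction and 2 after it.

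Totals ran from 22165538 to 32809573 counts per library. Between libraries of a group, the chi-square statistic per degree of freedom of the counts was 2.429 to 8.817, and 2.177 to 5.163 without the most abundant unnamed ID, so the libraries varied more than counting error alone and were kept as 3 values per group. The tests therefore measure variation between libraries of one culture. Variation between cultures given the same treatment was not measured, and each treatment is confounded with its culture. Intervals (95%, exact Clopper-Pearson on the share of reads in a pair of groups) and count floors cover counting error only. The ratios given with them are of summed reads scaled by total counts, without TMM factors, and so differ somewhat from ratios of CPM.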

Results

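RNA was sequenced from MC38-idAdpgkG cells, a derivative of the mouse colon carcinoma line MC38. The line carries a doxycycline-inducible transgene for a mutated Adpgk, the ADP-dependent glucokinase, which serves as a model neoantigen and is fused to turboGFP. The fusion protein can be degraded on addition of dTAG-13, a small molecule that joins a tagged protein to the ubiquitin ligase subunit cereblon (Crbn). The series concerns the detection of neoepitopes displayed on MHC class I by mass spectrometry. All cells received 20 ng/mL mouse interferon-gamma. Control cells had interferon-gamma alone for 51 h, and doxycycline cells also had 1 µg/mL doxycycline for 51 h. In the dTAG-13 and the doxycycline plus dTAG-13 groups, 1 µM dTAG-13 was present for the last 3 h, after 48 h without it.

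Each of the 4 groups had 3 libraries, which were technical replicates of a single biological sample. All errors and adjusted p-values therefore describe the spread between libraries of one culture, and a called difference is a difference between 2 cultures that had different treatments. The control libraries held 32809573, 32051401 and 29215355 counts, and the doxycycline libraries held 31055193, 30209856 and 29240639. The doxycycline plus dTAG-13 libraries held 22165538, 25259965 and 31257320, and the dTAG-13 libraries held 30194777, 30038432 and 28200218. Between 15373 and 15970 genes had at least 1 count. Log2 CPM correlated across genes at r = 0.9947 to 0.9961 in the 12 pairs of libraries from the same group and at 0.9843 to 0.9938 in the 54 pairs from different groups. The first principal component held 44.6% of the variance and the second 15.8%.

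Doxycycline was compared with control to ask which transcripts differed when the transgene was switched on. Of 12910 genes tested, 4331 (33.55%) were called, 1917 higher and 2414 lower with doxycycline. The median absolute log2 fold change of the called genes was 0.186. A change of at least 2-fold was reached by 109 genes, 90 higher and 19 lower. The count of called genes moved most when doxycycline replicate 1 was left out, to 3485, and the 2-fold count moved most under the filter of 1 CPM in 3 libraries, to 66. With scaling by library size only, 2546 called genes were higher and 1607 lower, while with RLE size factors 1841 were higher and 2551 lower.

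Adpgk (Entrez 72141) rose from 160.5 ± 2.49 CPM in control to 1338 ± 20.1 CPM with doxycycline (mean ± SD, n = 3). The log2 fold change was 3.06 (SE 0.0223) at an edgeR Benjamini-Hochberg adjusted p of 1.95e-50. The table has a single Adpgk entry, so reads from the endogenous gene and from the transgene were not separated. In the cells with dTAG-13, Adpgk was 181.3 ± 4.18 CPM without doxycycline and 1369 ± 15.7 CPM with it, a log2 fold change of 2.92 (SE 0.0221, adjusted p 9.11e-50). Doxycycline plus dTAG-13 against control gave 3.09 (SE 0.0223, adjusted p 1.36e-50). Among cells with doxycycline, dTAG-13 left Adpgk without a called difference, with a log2 fold change of 0.034 (SE 0.02, adjusted p 0.14). This value was the most changed of the Adpgk results under an alternative, rising to 0.247 after the length and GC correction. It ran from 0.006 to 0.042 without single libraries. Without doxycycline, dTAG-13 went with a log2 fold change of 0.176 (SE 0.022, adjusted p 4.48e-09).

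Among called genes with a mean of at least 1 CPM and no overlap between the groups, the largest increases with doxycycline were in Samd5, Adgrg1 and Adpgk. Samd5 (Entrez 320825) had 0, 0 and 2 reads in control and 179, 185 and 211 reads with doxycycline. Its ratio of summed reads, scaled by total counts without TMM factors, was 299, with a 95% counting interval of 82.4 to 2470. Adgrg1 (Entrez 14766) rose from 0.810 ± 0.352 to 69.4 ± 3.23 CPM. Its ratio of summed reads, also scaled without TMM factors, was 88.8 with an interval of 70.5 to 113. Against dTAG-13 alone, doxycycline plus dTAG-13 gave ratios of 160 (54.2 to 777) for Samd5 and 109 (80.2 to 153) for Adgrg1. The edgeR adjusted p for doxycycline against control was 3.43e-21 for Samd5 and 1.73e-32 for Adgrg1. The fitted log2 fold change of Samd5, 7.93, went to 10.6 without control replicate 3, the only control library with Samd5 reads, and so rests on few reads. Both genes overlap non-coding genes in the RefSeq annotation, and the strand setting of the counts is unknown.

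**Figure D1:**
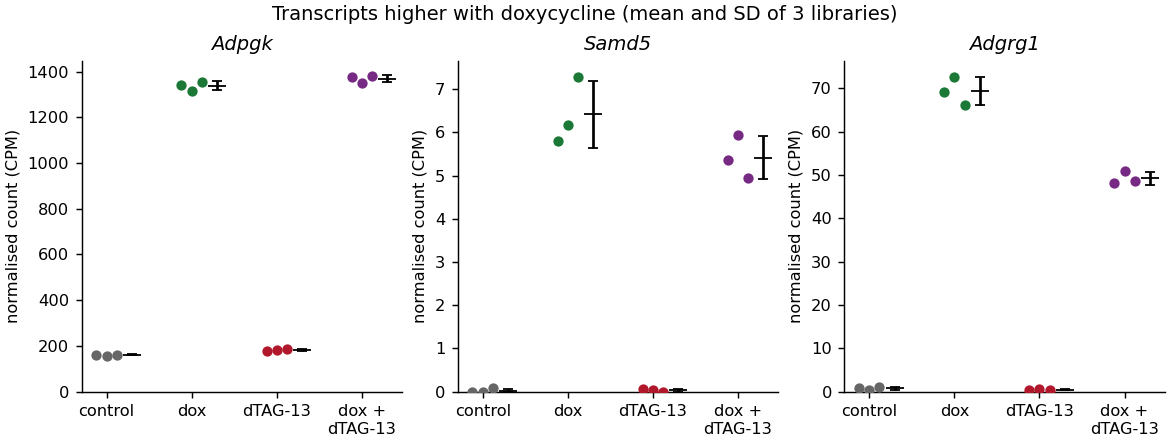
Points show TMM-scaled CPM in each library for Adpgk, Samd5 and Adgrg1 in the 4 groups, and bars show the mean ± SD of 3 libraries. Both groups with doxycycline lie far higher than both groups without it, at a mean of 1338 and 1369 against 160.5 and 181.3 CPM for Adpgk.

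By the same limits, the largest decreases with doxycycline were in Fos, Ccn1 and Egr1. Fos (Entrez 14281) went from 2.62 ± 0.349 to 0.947 ± 0.0974 CPM, a log2 fold change of -1.46 (SE 0.204, edgeR adjusted p 2.66e-07). Ccn1 (Entrez 16007) went from 287.8 ± 4.55 to 106.0 ± 2.42 CPM, a log2 fold change of -1.44 (SE 0.0285, adjusted p 1.19e-33). Egr1 (Entrez 13653) went from 279.2 ± 10.4 to 109.2 ± 1.95 CPM, a log2 fold change of -1.36 (SE 0.0283, adjusted p 5.93e-33).

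dTAG-13 was compared with control to ask which transcripts differed after 3 h of the degrader when its target was not induced. There were 8021 called genes (62.13%), 3877 higher and 4144 lower, and 238 genes passed 2-fold, 190 higher and 48 lower. With scaling by library size only, 5256 were higher and 3115 lower. Dync1h1 (Entrez 13424) fell from 502.7 ± 7.38 to 171.2 ± 2.44 CPM, a log2 fold change of -1.55 (SE 0.0268, edgeR adjusted p 1.07e-34). Apol8 (Entrez 239552) changed by -1.34 (SE 0.0518, adjusted p 7.57e-23) and Fasn (Entrez 14104) by -1.31 (SE 0.0247, adjusted p 5.91e-34). The weakest values over the alternatives were -1.056 for Dync1h1, -1.247 for Apol8 and -0.804 for Fasn, the last under 2-fold, and all stayed called. Dnm3os (Entrez 474332) rose from 3.02 ± 0.352 to 12.2 ± 0.344 CPM, a log2 fold change of 2.01 (SE 0.11, adjusted p 2.64e-19). Dnm3os lies within Dnm3 in the annotation, so its reads were not separable from those of Dnm3 without the strand setting. The unnamed gene Entrez100861853 rose by 1.95 (SE 0.284, adjusted p 1.32e-07) from 0.429 ± 0.0647 to 1.67 ± 0.42 CPM. Snord12 (Entrez 100217443), which lies within Zfas1, rose by 1.87 (SE 0.322, adjusted p 3.85e-06) from 0.441 ± 0.228 to 1.66 ± 0.13 CPM.

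Doxycycline plus dTAG-13 was compared with doxycycline to ask what differed when the degrader was added to cells with the transgene switched on. There were 8273 called genes (64.08%), 3957 higher and 4316 lower, and 188 passed 2-fold, 166 higher and 22 lower. Scaled by library size only, 4218 were higher and 4076 lower. Nos2 (Entrez 18126) went from 20.9 ± 1.49 to 8.07 ± 0.516 CPM, a log2 fold change of -1.37 (SE 0.088, edgeR adjusted p 3.69e-17). Arrb1 (Entrez 109689) changed by -1.29 (SE 0.16, adjusted p 5.46e-09) and Gm4972 (Entrez 244189) by -1.18 (SE 0.125, adjusted p 6.48e-11). Rnf225 (Entrez 381845) rose by 2.12 (SE 0.219, adjusted p 3.39e-11) from 0.800 ± 0.329 to 3.50 ± 0.134 CPM, and Dnm3os rose by 1.75 (SE 0.103, adjusted p 2.87e-18). Gm13215 (Entrez 664894) rose by 1.69 (SE 0.568, adjusted p 0.0282), with 37, 22 and 26 reads against 63, 125 and 51. It was not called after the length and GC correction, where its log2 fold change was 1.06. It was also not called without any 1 of 5 libraries of these groups, all but doxycycline plus dTAG-13 replicate 3, with log2 fold changes from 1.18 to 1.89.

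Doxycycline plus dTAG-13 against dTAG-13 gave 2630 called genes (20.37%), 1386 higher and 1244 lower, with 73 past 2-fold. With scaling by library size only, 926 were higher and 2132 lower. Doxycycline plus dTAG-13 against control gave 8557 called genes (66.28%), 4197 higher and 4360 lower, with 349 past 2-fold. The direction of that majority also turned when only library size was scaled, to 4917 higher and 3767 lower. Across the 12910 genes, the log2 fold changes of doxycycline with and without dTAG-13 correlated at Pearson r = 0.3652 and Spearman rho = 0.1509. Of 1331 genes called in both, 969 (72.8%) had the same sign. The log2 fold changes of dTAG-13 with and without doxycycline correlated at r = 0.6758 and rho = 0.7358, and 6203 of 6446 genes called in both (96.23%) had the same sign. Without a filter on low counts, r fell to 0.04799 for doxycycline and 0.1054 for dTAG-13. This was the largest shift under any alternative for which r was computed, which leaves out DESeq2.

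**Figure D2:**
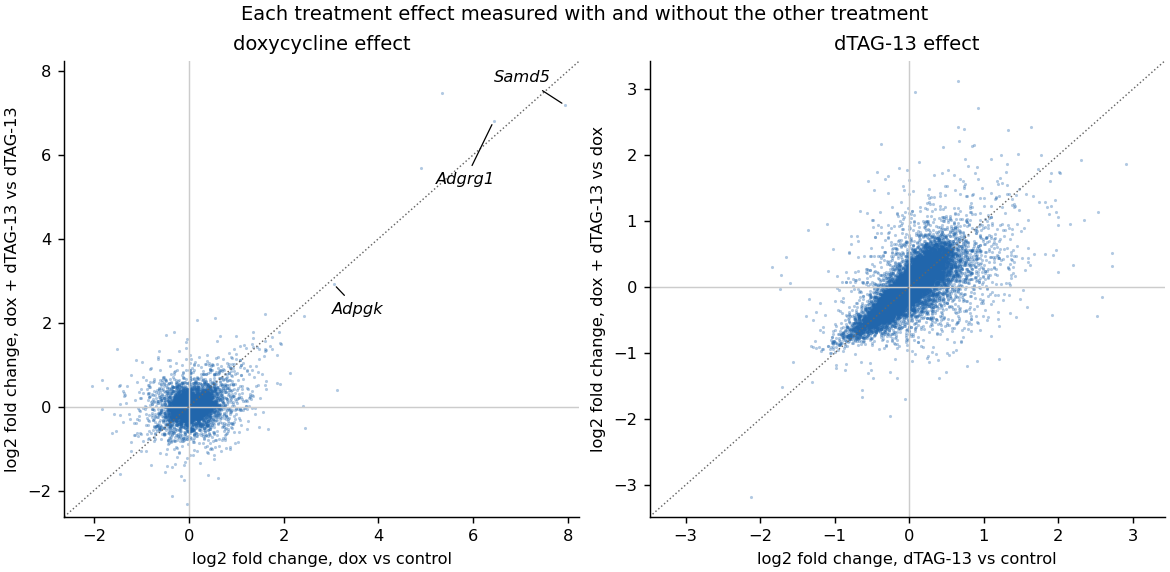
Each point is 1 of 12910 genes, with the log2 fold change without the other compound on the horizontal axis and with it on the vertical axis, for doxycycline and for dTAG-13. The correlation across genes was 0.3652 for doxycycline and 0.6758 for dTAG-13.

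In the comparisons with dTAG-13, log2 fold change fell with transcript length. Over 11745 genes with a known length (91% of those tested), the Spearman correlation across genes was -0.415 for dTAG-13 against control and -0.547 for doxycycline plus dTAG-13 against doxycycline. It was 0.11 for doxycycline against control. From the shortest to the longest eighth of genes, the median log2 fold change went from 0.212 to -0.285, from 0.342 to -0.383 and from -0.038 to 0.026 in the same order. The Spearman correlation with length was -0.216 for doxycycline plus dTAG-13 against dTAG-13 and -0.251 for the interaction. After the length and GC correction, 7046 genes were called for dTAG-13 against control, of which 5896 were among the 8021 called without it, 5608 of them with the same sign. For doxycycline plus dTAG-13 against doxycycline, 6894 were called, 5811 of them shared and 5417 with the same sign.

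**Figure D3:**
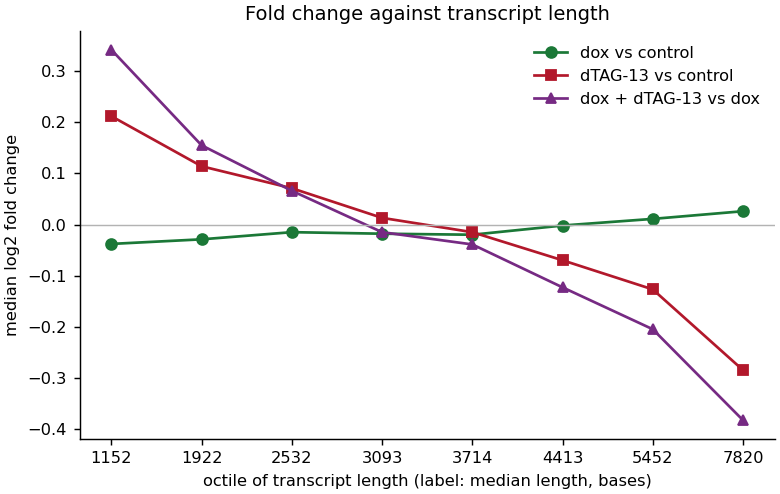
Lines show the median log2 fold change of each eighth of 11745 genes ordered by transcript length, for 3 contrasts; the horizontal axis gives the rank of the eighths, with the median length of each in bases. Both dTAG-13 contrasts fall from 0.212 and 0.342 in the shortest eighth to -0.285 and -0.383 in the longest.

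The transcripts of the degrader's partners and of MHC class I were named in advance. Fkbp1a (Entrez 14225), the gene whose mutated product is used as the dTAG tag, changed by -0.155 with doxycycline (edgeR adjusted p 4.75e-07), by -0.105 with dTAG-13 (adjusted p 8.28e-05) and by 0.011 with dTAG-13 among doxycycline cells (adjusted p 0.699). Whether reads from such a tag were counted under Fkbp1a is not stated. The dTAG-13 call was lost with scaling by library size only, at -0.013. Crbn (Entrez 58799) changed by -0.051 (adjusted p 0.542), 0.273 (adjusted p 5.84e-05) and 0.393 (adjusted p 1.33e-07) in the same order, and the middle value fell to 0.088 and was not called after the length and GC correction. H2-K1 (Entrez 14972) changed by -0.064, -0.046 and 0.028, at adjusted p of 0.226, 0.314 and 0.548. H2-D1 (Entrez 14964) changed by -0.088 (adjusted p 0.0472), -0.019 (adjusted p 0.624) and 0.075 (adjusted p 0.052). The first H2-D1 call was lost in 3 settings (-0.089 to -0.052) and without control replicate 1 or 2, doxycycline replicate 1 or 2, doxycycline plus dTAG-13 replicate 2 or 3, or dTAG-13 replicate 1 or 2 (-0.092 to -0.059). The last H2-D1 value was called in 7 settings (0.075 to 0.096) and without control replicate 1 or 3, doxycycline replicate 3 or doxycycline plus dTAG-13 replicate 2 (0.074 to 0.092). Leaving out control replicate 3 also made calls on H2-K1 with doxycycline (-0.115) and with dTAG-13 (-0.099), and on H2-D1 with dTAG-13 (-0.07). H2-K1 was also called with doxycycline without a filter (-0.055) and with dTAG-13 after the length and GC correction (-0.109). Reads shared between H2-K1, H2-D1 and related genes were not separable. B2m (Entrez 12010) rose by 0.217 with doxycycline (SE 0.0383, adjusted p 0.0019) and changed by 0.025 (adjusted p 0.612) and -0.065 (adjusted p 0.17) with dTAG-13. B2m was called without control replicate 3 for dTAG-13 against control (0.063) and among doxycycline cells (-0.067). After the length and GC correction the B2m value for dTAG-13 against control was -0.478, and that among doxycycline cells was -0.667, both called. With library size only, the value for dTAG-13 against control was called in the other direction, at 0.116. Among doxycycline cells, B2m was also called without a filter (-0.063) and with only the groups compared (-0.054).

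Of the 18 genes on the interferon-gamma list, 16 were tested, and they were higher with doxycycline than in control. Their median log2 fold change was 0.3511, with a camera adjusted p of 2.43e-20 over 12 list tests and a fry adjusted p of 6.4e-09. The median moved most without control replicate 1, to 0.297, and without doxycycline replicate 1, to 0.405. Called over all genes were 14 higher and 1 lower, and adjusted over the list alone also 14 and 1. Gbp6 (Entrez 100702) rose by 0.567 (SE 0.0279, edgeR adjusted p 7.22e-20), with the limit that genes of the Gbp and Irgm families are similar in sequence. Ido1 (Entrez 15930) rose by 1.104 (SE 0.439, adjusted p 0.0482) on 6, 7 and 8 reads against 17, 12 and 16. Its call was lost with DESeq2, without a filter, with a replicate block and without any 1 of 9 libraries (control replicates 1, 2 and 3, doxycycline 1 and 3, doxycycline plus dTAG-13 1 and 3, dTAG-13 1 and 2), where its log2 fold change was 0.967 to 1.256. With dTAG-13 against control, the list had a median of 0.0284 (camera adjusted p 0.658), with 5 members higher and 3 lower over all genes and adjusted over the list alone. Irgm1 (Entrez 15944, -0.333) and Cd274 (Entrez 60533, 0.205) changed most among called members. When dTAG-13 was added to doxycycline, the median was -0.0006 and the mean 0.0067, camera pointed up and fry down, and the camera adjusted p was 0.831. There 6 members were higher and 5 lower by both adjustments, led by Gbp7 (Entrez 229900, -0.267) and Irgm2 (Entrez 54396, -0.238).

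All 17 genes on the MHC-I antigen presentation list were tested. With doxycycline their median log2 fold change was 0.0352 (mean 0.0667, camera adjusted p 0.0829, fry adjusted p 0.00074), with 7 called higher and 3 lower over all genes and adjusted over the list alone. The camera call was made without control replicate 2 (median 0.059) and without doxycycline replicate 1, dTAG-13 replicate 1 or dTAG-13 replicate 2 (each 0.047). Tapbpl (Entrez 213233, 0.275) and Nlrc5 (Entrez 434341, 0.254) changed most. With dTAG-13 alone, the median was -0.0193 while the mean was 0.0373 and both tests pointed up (camera adjusted p 0.623), with 7 higher and 7 lower by both adjustments. Psmb9 (Entrez 16912) rose by 0.418 and Psme2 (Entrez 19188) by 0.374. When dTAG-13 was added to doxycycline, the median was 0.0276 (mean 0.058, camera adjusted p 0.571, fry adjusted p 0.0126). Over all genes 6 members were higher and 6 lower, and adjusted over the list alone 7 and 6. Psme2 rose by 0.608 and Psmb9 by 0.408.

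The integrated stress response list, with 19 of 19 genes tested, had medians of -0.0682, 0.001 and 0.0047 for doxycycline against control, dTAG-13 against control and doxycycline plus dTAG-13 against doxycycline. The camera adjusted p was 0.121, 0.831 and 0.782, and the fry adjusted p was 8.87e-05, 0.000668 and 0.697. In the dTAG-13 contrast against control, the median and the mean (0.1093) were positive while both tests pointed down. Without single libraries, the median for dTAG-13 against control ran from -0.029 to 0.01. That for doxycycline plus dTAG-13 against doxycycline ran from -0.039 to 0.01, so neither median kept its sign. Called higher and lower over all genes, and equally adjusted over the list alone, were 3 and 9, 7 and 8, and 7 and 7. Fgf21 (Entrez 56636) rose by 1.67 with doxycycline (SE 0.59, edgeR adjusted p 0.0249) and by 2.72 with dTAG-13 (SE 0.504, adjusted p 1.06e-05). It had 2, 3 and 3 reads in control against 7, 8 and 11 with doxycycline and 17, 22 and 16 with dTAG-13. The doxycycline call on Fgf21 was lost without control replicate 1 (1.47), control replicate 2 (1.76) or doxycycline replicate 3 (1.44). Sesn2 (Entrez 230784) changed by -0.444 with doxycycline, and Ddit4 (Entrez 74747) by 0.697 with dTAG-13. Among doxycycline cells, Gdf15 (Entrez 23886) changed by 1.62 (SE 0.641, adjusted p 0.0259) on 2, 3 and 4 reads against 11, 6 and 8. The Gdf15 call was lost without doxycycline replicate 1 (1.37), doxycycline replicate 2 (1.61) or doxycycline plus dTAG-13 replicate 1 (1.26). Ddit3 (Entrez 13198) changed by 0.307 and reversed to -0.151 after the length and GC correction.

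The 13 mitochondrially encoded proteins had a median log2 fold change of 0.0999 with doxycycline (camera adjusted p 0.658, 3 higher and 4 lower). With dTAG-13 alone it was -0.2168 (camera adjusted p 0.489, fry adjusted p 0.0377, 1 higher and 7 lower), and ran from -0.276 to -0.126 without single libraries. For doxycycline plus dTAG-13 against doxycycline it was 0.4729, at a camera adjusted p of 1.19e-07 and a fry adjusted p of 8.87e-05, with 12 called higher and 0 lower. Adjusted over the list alone, the counts were the same in all 3 contrasts. After the length and GC correction the last median was -0.149. Of the 12 list tests, camera called 2 (the interferon-gamma list with doxycycline and the mitochondrial list with dTAG-13 among doxycycline cells), and both held under fry. Members of the mitochondrial list move together between libraries of one culture more than camera assumes, so its camera p-values overstate the evidence. With doxycycline, mt-Nd3 (Entrez 17718) changed by 0.399 and mt-Nd5 (Entrez 17721) by -0.332. With dTAG-13, mt-Nd4l (Entrez 17720) changed by -0.422 and mt-Nd1 (Entrez 17716) by -0.343. Among doxycycline cells, dTAG-13 went with changes of 0.592 in mt-Nd6 (Entrez 17722) and 0.573 in mt-Nd5. mt-Nd6 overlaps mt-Nd5 in the annotation, as mt-Nd4l overlaps mt-Nd4, so these values are uncertain without the counting rule, and mt-Nd6 reversed to -0.218 after the length and GC correction.

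**Figure D4:**
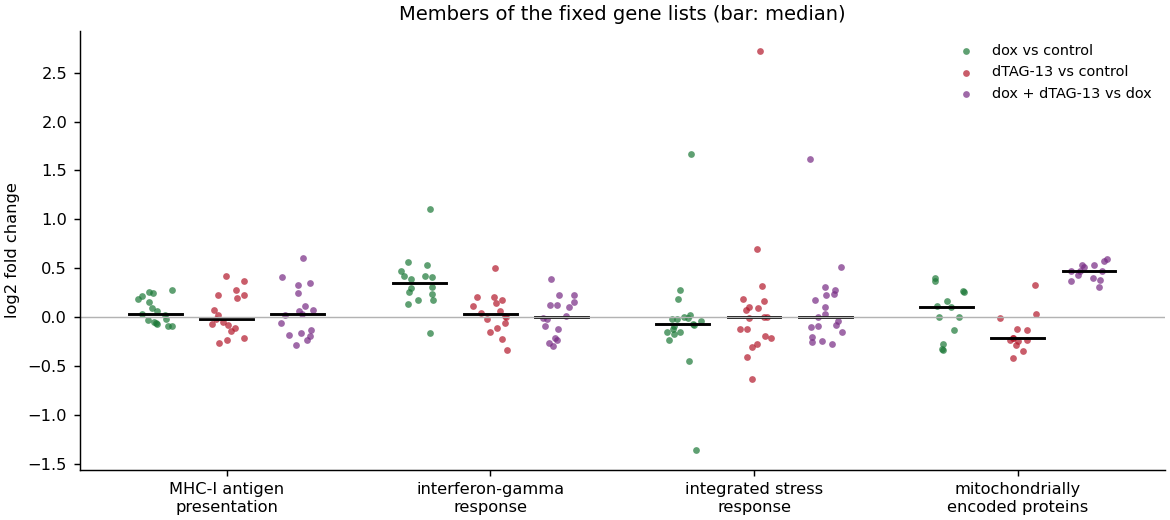
Points show the log2 fold change of each tested member of the 4 lists in 3 contrasts, and bars show the list median. The interferon-gamma list stands at a median of 0.3511 with doxycycline and the mitochondrial list at 0.4729 with dTAG-13 among doxycycline cells.

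The interaction asked whether dTAG-13 went with different changes when the transgene was switched on. It was called for 2950 genes (22.85%), 1705 positive and 1245 negative, and 81 passed 2-fold, 30 positive and 51 negative. With scaling by library size only, 818 were positive and 2424 negative. The 2-fold count moved most with DESeq2, to 40. In called genes with a mean of at least 1 CPM, the largest positive values were in Ccn1, 1.96 (SE 0.0393, edgeR adjusted p 4.1e-33), Fos, 1.95 (SE 0.276, adjusted p 9.75e-07) and Egr1, 1.69 (SE 0.0394, adjusted p 6.51e-31). These genes were lower with doxycycline alone, and with doxycycline plus dTAG-13 they stood at 329.4 ± 11.4, 2.63 ± 0.131 and 237.7 ± 7.48 CPM. Among called genes with a mean of at least 1 CPM, the most negative values were in Gpr35 (Entrez 64095), -1.53 (SE 0.279, adjusted p 7.22e-05), Adm (Entrez 11535), -1.51 (SE 0.178, adjusted p 2.31e-08) and Hyal1 (Entrez 15586), -1.51 (SE 0.356, adjusted p 0.00165). Hyal1 overlaps Hyal3 and Naa80 in the annotation. Adpgk had an interaction of -0.142 (SE 0.0297, adjusted p 0.000412).

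**Figure D5:**
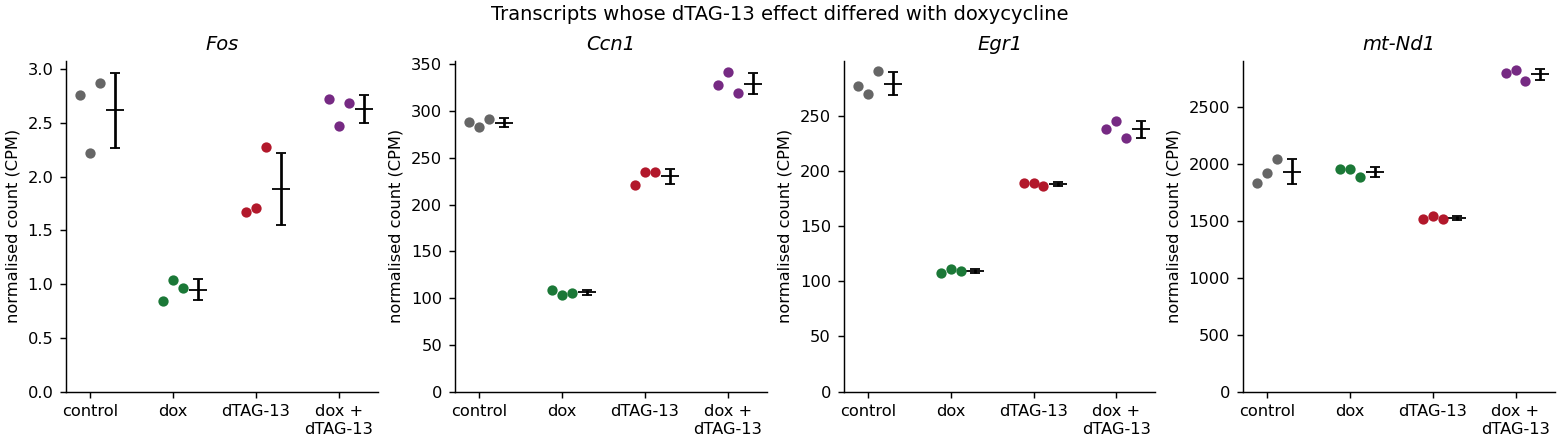
Points show TMM-scaled CPM in each library for Fos, Ccn1, Egr1 and mt-Nd1 in the 4 groups, and bars show the mean ± SD of 3 libraries. Fos, Ccn1 and Egr1 were lowest with doxycycline alone, and mt-Nd1 was highest with doxycycline plus dTAG-13, at 2785 ± 49.9 CPM.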

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

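The tests that used the length and GC correction or library size only, the list tests in the interaction, and the test of a length and GC trend behind the mitochondrial rise among doxycycline cells were chosen only after the results were seen. Each result in this part stands out because the dTAG-13 effect differed between cells with and without doxycycline, by a test of the interaction. All of them compare 4 cultures, 1 per treatment, so a difference between cultures that arose apart from the treatment was not measured and stays open for each.

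The interaction was called for 2950 genes, and 81 of them passed 2-fold. Among 100 assignments of the 12 libraries to 4 groups of 3, the real one included, 3 gave as many called genes and 4 gave as many past 2-fold. The highest other counts were 3076 and 299. Such assignments mix the main effects into the interaction and split libraries of one culture. They are therefore no reference for an absent interaction, and nothing on chance is concluded from them. A length and GC trend of the fitted form is argued against as the whole source, since 2928 genes were called after its removal. Of these, 2267 were shared, all 2267 with the same sign. Depth is argued against for Ccn1 and mt-Nd1, since doxycycline plus dTAG-13 replicate 3, at 31257320 counts, gave 319.1 and 2729 CPM, against 327.5 and 2798 CPM in the library with 22165538 counts. It was not examined for the other genes. RLE size factors gave 1869 positive and 1150 negative calls, against 1705 and 1245 with TMM. Scaling by library size only shifted the median of all genes by -0.0708 and gave 818 and 2424, a shift that by itself turns a near-even split, so it decides nothing on composition. Whether the remaining interaction is an effect of the compounds or a difference between single cultures may not be settled by these libraries.

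Of the 27 named genes with a called interaction, all 27 kept its sign in every alternative that gave a value and without each single library. The call was kept in all of them for 21 genes, and after the length and GC correction for 24. The dTAG-13 effect had opposite signs with and without doxycycline in 11 genes. Calls were lost for 6 genes. These included Psme2 (0.233, adjusted p 0.0469), not called in 3 of 7 other settings and without 9 of 12 single libraries, all but control replicate 3, doxycycline plus dTAG-13 replicate 3 and dTAG-13 replicate 1 (0.177 to 0.253), Gbp7 (-0.11, adjusted p 0.0144), which fell to -0.029 after the length and GC correction and was not called without control replicate 1 (-0.09) or doxycycline plus dTAG-13 replicate 1 (-0.097), and mt-Nd3 (0.394), which was not called after it at 0.271.

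Fos (1.945), Ccn1 (1.958) and Egr1 (1.689) are immediate early genes. dTAG-13 went with log2 fold changes of -0.477, -0.322 and -0.567 without doxycycline and 1.468, 1.636 and 1.122 with it. After the length and GC correction the interactions were 1.922, 1.928 and 1.728, which argues against that trend. A list of 21 other tested immediate early genes, written before it was tested, moved the same way. Its median was -0.333 for doxycycline against control, with 17 of 21 lower (camera p 9.84e-12, fry p 1.79e-08), and 0.429 for the interaction, with 18 of 21 positive. This is consistent with an immediate early response that differed between the cultures at harvest. The addition of dTAG-13 was common to both dTAG-13 cultures, and the list had a median of -0.116 with dTAG-13 alone and 0.27 with dTAG-13 added to doxycycline, so that step alone does not account for the interaction. A handling difference of a single culture and an effect of the transgene product both stay open.

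The 4 lists were tested in the interaction with adjustment over these 4 tests. The MHC-I and interferon-gamma lists had median interactions of 0.0019 and -0.0279 and were called by neither camera nor fry. The stress list, at 0.052, was called by fry (adjusted p 0.00388) but not by camera (adjusted p 0.421). The mitochondrial list had a median interaction of 0.693 (camera adjusted p 3.8e-39, fry adjusted p 0.000163), with all 13 members positive and 11 called. Its members move together between libraries of one culture more than camera assumes, so the camera p overstates the evidence. mt-Nd1 (0.873), mt-Nd4l (0.895), mt-Nd5 (0.803) and mt-Nd6 (0.807) had the 4 largest values, and mt-Co3 the smallest, 0.203. The median was 0.626 after the length and GC correction and at least 0.634 without any single library, up to 0.768, so neither that trend nor a single library accounts for it. The rise among doxycycline cells alone is a different matter. Its median of 0.4729 went to -0.149 once the trend was removed, which leaves the trend open as the source of that median. The rise in mt-Nd5 stayed called in every alternative, at 0.141 or more, so this does not hold for every member. The fall of the list with dTAG-13 alone went to -0.748. The share of reads on mitochondrial genes was 3.15% to 3.34% with doxycycline plus dTAG-13 and 2.16% to 2.45% in the 9 other libraries. Short length alone is argued against as the shared reason, since the shortest eighth of all genes had a median interaction of 0.123. The 13 transcripts share a genome, so a library preparation or RNA quality difference of that single culture may raise them together. A biological change in mitochondrial transcripts stays open beside it.

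Dync1h1 (0.425), Fasn (0.423), Apol8 (1.158), Sesn2 (0.354) and Irgm1 (0.245) fell with dTAG-13 in both backgrounds and fell less with doxycycline, at -1.129, -0.888, -0.18, -0.274 and -0.089. Their interactions after the length and GC correction were 0.464, 0.498, 1.171, 0.385 and 0.281, which argues against the length trend, although that trend may still contribute to the size of each dTAG-13 effect. All 5 were already called lower with doxycycline alone, Apol8 from 65.6 to 46.3 CPM, Sesn2 from 149.9 to 110.2, Dync1h1 from 502.7 to 436.5, Fasn from 704.1 to 572.8 and Irgm1 from 452.7 to 404.6. A lower starting level alone would leave the level with both compounds no higher than with dTAG-13 alone. The log2 fold change between these groups was 0.656 in Apol8, 0.221 in Dync1h1, 0.126 in Fasn and 0.083 in Irgm1, all called higher with both, which argues against it as the whole source in these 4 genes. In Sesn2 it was -0.09, so a lower starting level stays open there. A treatment effect and a difference between single cultures stay open for all 5. Irgm1 reads shared with related genes were not tested.

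Nos2 (-1.206), Arrb1 (-1.039), Gpr35 (-1.526), Hyal1 (-1.507) and Adm (-1.51) had a more negative dTAG-13 effect with doxycycline, and Rnf225 (1.671) a more positive one. Nos2 rose with doxycycline alone from 6.82 to 20.9 CPM and stood at 8.07 CPM with both compounds, and Arrb1 went from 3.34 to 6.14 and 2.53 CPM. For these 6 genes the values after the length and GC correction were -1.178, -0.97, -1.497, -1.49, -1.589 and 1.689, which argues against that trend. Gpr35, Hyal1 and Rnf225 had a mean under 4 CPM in every group, so counting error is large, and a difference between cultures may underlie each.

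Fgf21 (-2.209, SE 0.699) rests on 2 to 22 reads per library and was not called without control replicate 1 (-2.007) or doxycycline replicate 3 (-1.975). Ddit4 (-0.666) rose with dTAG-13 by 0.697 without doxycycline and by 0.031 with it, and Tapbpl (-0.214), not called without control replicate 3 (-0.158), rose by 0.28 and 0.066. After the length and GC correction these interactions were -2.33, -0.708 and -0.222. Irgm2 (-0.182) went to -0.15. Fkbp1a (0.115) went to 0.086 and was not called with library size only (0.045). Adpgk (-0.142) went to -0.088, with a range of -0.213 to -0.088 over the alternatives and -0.17 to -0.122 without single libraries. The Adpgk value combines endogenous and transgene reads in unknown shares. If dTAG-13 raised endogenous reads alone, the same gain in reads would be a smaller log2 change where transgene reads dominate, so a mixture may produce the sign without a change in the transgene. No test here separates these possibilities.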

How the results depend on the processing

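Every alternative chosen in advance was run, though not for every result. DESeq2 was not used for the list tests or the correlations, and the fit on only the groups compared gave no interaction. The length and GC correction and scaling by library size only were chosen after the data were seen. Of 12 counts of genes, 6 stayed within 1.5 times their value in every setting, as did all 12 without each single library. Of 12 list results, 3 never changed side or direction by the camera test. Among these, the MHC-I list for dTAG-13 against control still had a median that went from -0.019 to 0.072 in another setting. Of 6 Adpgk results, 5 never changed side or direction. Of 62 other results for named genes, 45 never did. Neither correlation stayed within its spread in every setting.

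Under the filter of 1 CPM in 3 libraries, which tests fewer genes with low counts, the 2-fold counts were 66 (doxycycline against control), 96 (dTAG-13 against control), 83 (doxycycline plus dTAG-13 against doxycycline), 45 (against dTAG-13), 178 (against control) and 52 (interaction). The 2-fold interaction count was 40 with DESeq2, which gave no adjusted p for 1252 genes in that contrast. With single libraries left out, called genes for doxycycline against control ran from 3485 to 4449 and those past 2-fold from 101 to 120. The corresponding ranges for dTAG-13 against control were 7482 to 8075 and 232 to 267, and for the interaction 2374 to 3042 and 68 to 89.

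RLE size factors kept the majority direction of the called genes in all 6 contrasts. Library size only shifts all genes of a contrast together, which by itself can turn a near-even split. With library size only, the percent of called genes that were higher went from 44.26 to 61.31 for doxycycline against control, from 48.34 to 62.79 for dTAG-13 against control, from 52.7 to 30.28 for doxycycline plus dTAG-13 against dTAG-13 and from 57.8 to 25.23 for the interaction. It went from 47.83 to 50.86 for doxycycline plus dTAG-13 against doxycycline and from 49.05 to 56.62 against control. The length and GC correction took the interaction to 69.36. Past 2-fold, where the split was less even, library size only kept the majority in all 6 contrasts, as in doxycycline against control (82.57 to 86.21). The median of all genes moved by at most 0.0916 (log2) under any scaling.

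Adpgk in doxycycline plus dTAG-13 against doxycycline became called at 0.247 after the length and GC correction, 0.055 with library size only and 0.045 with only the groups compared. The cause was not tested. Fkbp1a in the same contrast reversed to -0.061 after the length and GC correction, where it was called, and ran from -0.019 to 0.028 without single libraries. H2-K1 reversed to 0.046 for dTAG-13 against control with library size only, and in doxycycline plus dTAG-13 against doxycycline to -0.077 after the length and GC correction, with -0.002 to 0.051 without single libraries. For dTAG-13 against control, H2-D1 reversed to 0.072 with library size only and ran from -0.07 to 0.001 without single libraries, and B2m reversed to -0.478 after the length and GC correction, was called at 0.116 with library size only and ran from -0.01 to 0.063. The length and GC correction reversed Ddit3 to -0.151 and mt-Nd6 to -0.218 in doxycycline plus dTAG-13 against doxycycline. The causes were not tested beyond the trend that this correction removes. None of the uncorrected values for Fkbp1a, H2-K1, H2-D1 and B2m that reversed was called.

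For the lists, doxycycline against control became called for MHC-I antigen presentation without a filter (0.044) and with library size only (0.071), with a range of 0 to 0.059 without single libraries. Without a filter the integrated stress response list also became called (-0.059). The mitochondrial list in that contrast changed its direction of test at 0.036 after the length and GC correction and ran from 0.05 to 0.135 without single libraries, and the test also turned without control replicate 1 (0.05), with the median still positive. For dTAG-13 against control, the interferon-gamma list reversed to -0.087 after the length and GC correction while the stress list, at 0.092 with library size only, changed only the direction of its camera test, from down to up. There the mitochondrial list became called without a filter (-0.215) and after the length and GC correction (-0.748). For doxycycline plus dTAG-13 against doxycycline, the length and GC correction reversed the stress list to -0.047 and the mitochondrial list to -0.149, and for the interferon-gamma list, at -0.063, it turned the camera test from up to down while the median kept its sign. The cause was not tested except for the mitochondrial list, by removal of the trend.

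The correlation of doxycycline effects was 0.04799 without a filter, 0.4393 with the 1 CPM filter and 0.4119 with only the groups compared, and ran from 0.3119 to 0.3484 without single libraries. That of dTAG-13 effects was 0.1054, 0.7653 and 0.7122 in the same order, 0.5695 after the length and GC correction, and 0.6253 to 0.6545 without single libraries. The settings differ in how many genes with few reads they test, and the cause was not tested further.

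Replicate numbers did not pair the libraries. Residuals of libraries with the same number correlated at -0.021 to 0.08 over 18 pairs and those with different numbers at -0.061 to 0.066 over 36 pairs. As a block, the number left all 12 counts within 1.5 times their value and, among the named genes and the lists, changed only the calls on H2-D1 in doxycycline plus dTAG-13 against doxycycline (0.075) and Ido1 with doxycycline (1.106). Small changes were recovered less often at the depth and spread of these libraries, with 54% of simulated 1.2-fold changes and 98% of 4-fold changes called. Simulated depth was not varied, so depth and spread between libraries were not separated.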

Other observations

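The tests of RNA integrity or library preparation, of reads shared with Adpgk and of local switching by the transgene were chosen only after the results were seen, as were all uses of the length and GC correction.

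With all splits of the 6 libraries of a pair of groups into 3 and 3, chance can never be excluded at 0.05, since the real split is 1 of 10 and the share cannot be under 0.1. In each of the 5 pairwise contrasts the real split was the 1 of 10 with the most called genes, and also with the most past 2-fold. Fitted on 6 libraries, the real counts were 4211 and 101 for doxycycline against control, 7928 and 205 for dTAG-13 against control and 8251 and 155 for doxycycline plus dTAG-13 against doxycycline. They were 2522 and 66 for doxycycline plus dTAG-13 against dTAG-13 and 8352 and 292 against control. The highest count in any other split was 0 by edgeR in all 5 contrasts. The most genes with an unadjusted p under 0.05 in another split were 459, 148, 137, 543 and 109 in the same order, and DESeq2 was not run on the splits. For the correlations, 1 of 100 pairs of splits, the real one, gave an absolute Pearson r as large. The real values of r were 0.4119 for doxycycline and 0.7122 for dTAG-13, and the highest others were 0.2165 and 0.5761. Other splits mix libraries of different cultures, so this ties both correlations to the cultures. It cannot exclude differences between single cultures that arose apart from the treatment. Spearman rho, 0.1509 for doxycycline over all 12 libraries, was not tested in this way.

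For the lists the share is again never under 0.1. With doxycycline, as small a camera p was reached by 1 of 10 splits for the MHC-I list (0.0128, best other 0.0175), 1 for the interferon-gamma list (5.49e-21, best other 1.44e-05), 2 for the stress list (0.036, best other 0.0233) and 7 for the mitochondrial list (0.335, best other 1.06e-07). For dTAG-13 against control the numbers in the same order were 4 (0.364, best other 0.285), 3 (0.531, best other 0.246), 7 (0.786, best other 0.294) and 8 (0.142, best other 7.95e-06). When dTAG-13 was added to doxycycline they were 1 (0.256, best other 0.536), 6 (0.715, best other 0.436), 1 (0.668, best other 0.738) and 1 (4.13e-10, best other 1.31e-07). The small p-values of the mitochondrial list in other splits show that its 13 members move together between libraries of the same culture, more than the preset camera correlation assumes.

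Longer transcripts were lower with dTAG-13 in both backgrounds. Within each library, the slope of log2 CPM deviation on length was 0.0733 to 0.1165 per doubling of length in the 6 libraries without dTAG-13 and -0.1173 to -0.0628 in the 6 with it, a difference of means of -0.187. A trend of the fitted form is argued against as the whole cause of the dTAG-13 calls, since 7046 and 6894 genes were called after its removal. A simulated trend went from 4933 to 2 calls, but it used the same lengths as the correction. It therefore cannot show that a trend of another form would be removed. Length was that of the longest annotated transcript, and genes without a known length were left uncorrected, so a trend of another form stays open. What gave rise to the trend cannot be told apart here. RNA integrity or library preparation may have differed between cultures, which the labels do not record, and the slopes were alike within each culture. It could also be a biological effect of dTAG-13, or of the 3 h change of conditions, for example on transcripts of long genes. The design puts each treatment in 1 culture, which keeps both open.

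Samd5 and Adgrg1 had 0 to 31 reads in every library without doxycycline and 120 to 2180 with it. In all, 4 genes were at least 16-fold higher with doxycycline in both backgrounds. The others, Htr4 and Etl4, were chosen after their values were seen. Htr4 had a ratio of 57.2 (95% counting interval 9.84 to 2300) without dTAG-13. With dTAG-13, Htr4 had 0 counts in the group without doxycycline, so only a lower limit of 17.7 (95% counting interval) is known. A floor of 3 counts over that group gave a ratio of 22.5. Etl4 had ratios of 34.3 (11.4 to 169) and 69.7 (12.1 to 2800). Reads shared with Adpgk are argued against, since 0 words of 31 bases were shared between Adpgk transcripts and those of Samd5 or Adgrg1. A candidate explanation is that construct copies inserted near these genes respond to doxycycline. Among the 8 nearest tested neighbours of Samd5 and Adgrg1, 0 changed at least 2-fold, by edgeR, although 5 had an adjusted p under 0.05, with Sash1 at 0.644 and Rab32 at 0.307. This leaves a change confined to single genes open, as it does a response of these genes to doxycycline or to the transgene product. Insertion sites and sequence of the construct are not in the files.

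Interferon-stimulated genes other than the fixed list were higher with doxycycline. A list of 18 type I interferon-stimulated genes, written before its test, had 17 tested, with a median of 0.321 for doxycycline against control (15 of 17 higher, 12 called, 13 adjusted over the list alone, camera p 1.94e-11, fry p 7.51e-12). For doxycycline plus dTAG-13 against dTAG-13 the median was 0.409 (17 of 17 higher, 16 called, camera p 8.36e-27). The pattern was thus not limited to the genes first noticed. The median of 0.301 after the length and GC correction argues against that trend. Stronger interferon-gamma exposure of the doxycycline cultures stays open, since the interferon-gamma list rose by 0.351 and 0.287, near the held-out medians. The genes that first drew attention, chosen after their values were seen, rose more with doxycycline, with log2 fold changes of 0.955 in Ifit1, 1.365 in Ifit3, 1.712 in Oas2 and 1.581 in Mx1, the last on 9 to 17 control reads. The lists overlap in their biology, so the comparison may not separate type I from type II signalling. The MHC-I list, which also holds interferon-gamma targets, moved by 0.0352. Sensing of transgene RNA or protein, and an effect of doxycycline itself, were not tested.

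The most abundant unnamed gene, Entrez 100861531, took 0.533% to 1.83% of reads and was highest in replicate 3 of every group. Its share was 0.533% to 0.966% in the libraries without dTAG-13 and 0.936% to 1.83% in those with it, with a small overlap. Across all tested genes, 123, 151 and 107 had replicate 1, 2 or 3 highest in all 4 groups, against 159.4 expected per number. The permutation p of the largest count was 0.782, with 169 of 216 numberings giving one as large, so no common order of replicate numbers was detected across genes. The test counts over all genes, so it cannot decide whether the order in Entrez 100861531 arose by chance. This gene was chosen after its values were seen, and no explanation, biological or of library preparation, was tested.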
